A study of Homo sapiens with 4 samples.

How the data were processed

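The data are RNA-seq libraries of NT2 cells, a human embryonal carcinoma cell line also called NTERA-2. Per the labels, 1 library came from cells carrying an empty vector and 3 from cells with a knockdown of HYDIN2, numbered as replicates 1 to 3. How the knockdown was made, and whether the 3 replicates were separate cultures or constructs, is not stated in the labels. Per the labels' protocols, total RNA was depleted of ribosomal RNA with a KAPA kit and made into strand-specific libraries with dUTP in the second strand. The authors deposited 1 table of raw counts per library, with 62696 genes named by versioned Ensembl identifier and symbol. The aligner, the counting tool and its strand setting, the genome build and the annotation release are not stated. Per the file headers, the count columns are named after a LacZ control and numbered GKAP_KIF27 sets, which are not the names in the sample labels. Each table was assigned to its sample by the record of the series, and its group was taken from the sample's title.

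The values were whole numbers with a different total in each library, as raw counts are. Between 65.2% and 68.0% of the nonzero counts in a library were even, as happens when both reads of a pair are counted. Counting intervals were therefore computed on counts divided by 2. They are 95% intervals, exact Poisson for a level and exact binomial (Clopper-Pearson) for a share or a ratio of libraries. These intervals and the floors cover counting error only. The lower limits given for the S-phase median come instead from the spread between its 11 genes. Library totals ran from 25181737 to 62904698 counts. A count of 0 was given a floor of 3 counts, and of 6 counts if both reads of a pair were counted. Gene coordinates, classes, transcript lengths and GC content came from GENCODE 29 on GRCh38, matched by Ensembl identifier with the version removed. Of the 62696 identifiers, 58269 matched and 4427 did not. The build behind the deposited counts is not stated, so the coordinates describe the annotation and not the authors' counting. Counts of overlapping or antisense genes, and of near-identical copies, are uncertain for the same reason.

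Counts were scaled to CPM, a count relative to the scaled total of its library, with trimmed mean of M-values (TMM) factors from edgeR 4.0.16 in R 4.3.3, which were 0.953 for the empty vector library and 0.990, 0.969 and 1.094 for the labelled knockdown replicates 1, 2 and 3. Log2 CPM used edgeR's formula with a prior count of 2. With 1 empty vector library, the comparison has no replicate check on the control side. No p-value per gene is given. Instead, a gene was counted as higher or lower when its log2 CPM lay at least 1 from the empty vector library in the same direction in each of the 3 labelled knockdown libraries. Genes entered when the mean of the group mean CPMs, with the 3 labelled knockdown libraries as 1 group, was at least 1. The same rule was run with each library in turn as the single one. It was also run on 100 draws of simulated unchanged libraries, with negative binomial counts at the mean and gene-wise dispersion of the labelled knockdown libraries and the real library sizes. Each simulated library was drawn independently.

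edgeR's quasi-likelihood test, with genes kept by filterByExpr and Benjamini-Hochberg adjustment at 0.05, gave numbers of calls only. Its spread comes from the 3 labelled knockdown libraries, so it compares 1 library with them and not the conditions. The alternatives for this test were RLE scaling, no filter on low counts, the Wald test of DESeq2 1.42.0 and voom in limma 3.58.1.

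There were 7 gene lists, for pluripotency, neural genes, motile cilia, the cell cycle, p53 targets, the interferon response and genes neighbouring HYDIN2 in 1q21.1. For each, the median over its genes of the mean log2 difference was set against 10000 random lists of the same size, each gene drawn from the 200 genes nearest to it in mean expression. Apart from HYDIN2 and HYDIN, the genes named are the 5 higher and 5 lower genes with a symbol whose smallest difference among the 3 labelled knockdown libraries was largest in size; 1 of these is not reported here. The groups, tests, lists, rule for naming genes and main alternatives were fixed before the data were examined. Those alternatives were DESeq2 size factors, total counts or upper quartile scaling, a mean CPM of 0.1 or 5, prior counts of 0.5 and 5, a 1.5-fold rule, a rule on the mean of the labelled knockdown libraries, protein-coding genes alone and leaving out each labelled knockdown library. Removal of smooth trends on transcript length and GC content (lowess with a span of 0.3, on the longest GENCODE transcript of each gene) and thinning of all libraries to the smallest total were chosen after seeing the data.

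The rule, edgeR's test and the trend removal were tested on simulated data. Simulated changes were set only in genes with a CPM of at least 5, so recovery at lower levels was not tested. For the rule and edgeR's test each library was drawn independently, so the likeness of replicates 1 and 2 was not simulated. For the rule of 2-fold in each labelled knockdown library, 87.5% of 200 genes changed 4-fold were found among 16092 genes, none of them in the wrong direction, and 546 unchanged genes also passed. In edgeR's test of the empty vector library against the labelled knockdown libraries, 103 of 200 genes changed 4-fold were called among 25877 genes, with 22 false calls. For the trend removal, run on 15543 genes, a simulated slope of 0.40 per doubling of length fell to 0.0023, and genes set 2 apart on the log2 scale were recovered at 1.99. Calculations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6.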

Results

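RNA of NT2 cells was sequenced to compare a knockdown of HYDIN2 with an empty vector control. NT2 is a human embryonal carcinoma line that can form neurons. HYDIN2 is a partial copy of HYDIN, a gene of motile cilia, and the annotation classes it as a transcribed unprocessed pseudogene. The empty vector group had 1 library with 25181737 counts. The 3 libraries labelled as HYDIN2 knockdown had 62904698, 61627449 and 28552070 counts for replicates 1, 2 and 3. A floor of 3 counts corresponded to 0.119 CPM in the empty vector library and to 0.0477, 0.0487 and 0.105 CPM in the labelled knockdown replicates. Genes with at least 1 count numbered 29735 in the empty vector library and 35389, 34545 and 33206 in replicates 1, 2 and 3. The 10 most abundant genes took 7.90% of the counts in the empty vector library and 5.50%, 6.16% and 5.13% in the labelled knockdown replicates. Mitochondrial genes took between 0.123% and 0.145% in the 4 libraries.

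The targeted gene was examined first. HYDIN2 (ENSG00000276975.4) lies on chromosome 1 at 146472566 to 146914294 on the plus strand of GRCh38, and its longest annotated transcript has 14154 nt. It had 12 counts in the empty vector library, a level of 0.50 CPM with a 95% interval from 0.183 to 1.09. The library labelled knockdown replicate 1 had 150 counts, or 2.41 CPM (1.89 to 3.02). Replicate 2 had 112 counts, or 1.88 CPM (1.42 to 2.44), and replicate 3 had 11 counts, or 0.352 CPM (0.104 to 0.747). HYDIN2 was therefore 4.82 times as high in replicate 1 as in the empty vector library (2.11 to 13.5) and 3.75 times as high in replicate 2 (1.62 to 10.7). The ratio for replicate 3 was 0.704, and its interval, 0.155 to 2.52, included 1, so no difference was detectable at this depth. These intervals compare libraries, not conditions. The mean of the labelled knockdown libraries was 1.55 ± 1.07 CPM (SD, n = 3), and their mean log2 difference from the empty vector library was 1.18 ± 1.43 (SD, n = 3), smaller than its spread. Leaving out replicate 3 moved that mean most, to 1.99. Removal of the transcript length and GC trends lowered it to 0.41, with log2 differences of 1.53, 1.25 and -1.56 for replicates 1, 2 and 3; only 179 of 15485 genes behind those trends were as long as HYDIN2. Because HYDIN2 was higher in replicates 1 and 2 than in the empty vector library, the labels could not be checked by the targeted gene. Every direction given from here on is that of libraries labelled knockdown, in none of which HYDIN2 was lower by more than counting error.

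HYDIN (ENSG00000157423.18) lies on chromosome 16 at 70807378 to 71230722 on the minus strand and is protein coding. Its sequence is nearly identical to that of HYDIN2 over the copied part, so reads can be assigned to either gene, and both levels are uncertain. HYDIN had 5.62 CPM in the empty vector library and 8.67, 8.06 and 4.26 CPM in the labelled knockdown replicates 1, 2 and 3. Its ratios to the empty vector library were 1.54 (1.19 to 2.06), 1.43 (1.09 to 1.92) and 0.757 (0.531 to 1.08). The mean log2 difference of 0.25 ± 0.56 (SD, n = 3) was smaller than its spread. That mean changed direction, to -0.56, when the length and GC trends were removed. The corrected log2 differences were -0.05, -0.08 and -1.55 in replicates 1, 2 and 3, so the corrected mean came mostly from replicate 3. Of the counts of both genes together, HYDIN2 took 8.16% in the empty vector library (95% Clopper-Pearson interval 3.08% to 17%). Its share was 21.7% in replicate 1 (17.5% to 26.5%), 18.9% in replicate 2 (14.6% to 23.9%) and 7.64% in replicate 3 (2.29% to 15.5%).

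**Figure D1:**
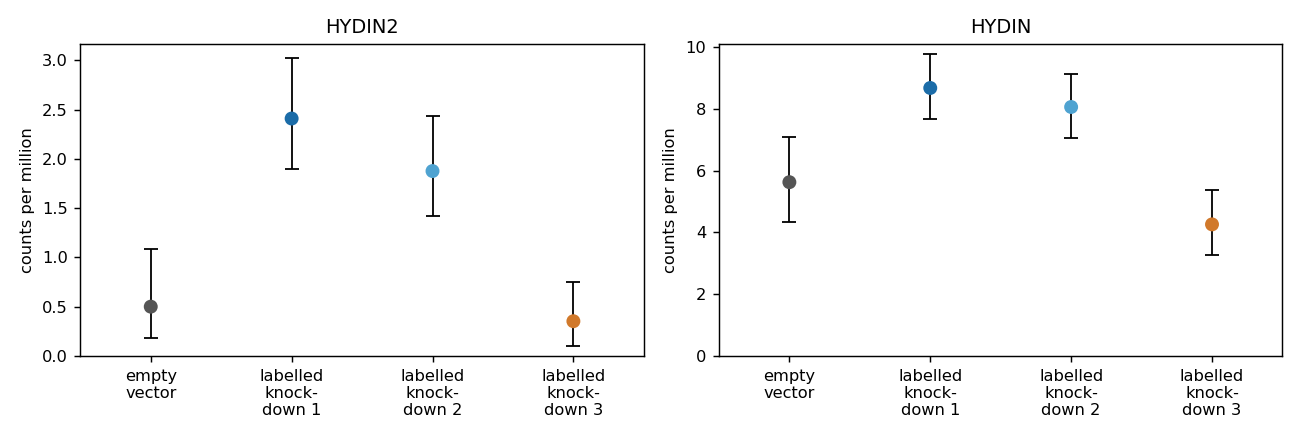
Level of HYDIN2 (left) and HYDIN (right) in CPM for the empty vector library and the 3 libraries labelled knockdown; points are single libraries and bars are 95% Poisson intervals on counts divided by 2. HYDIN2 stood at 2.41 and 1.88 CPM in labelled replicates 1 and 2, against 0.50 CPM in the empty vector library and 0.352 CPM in labelled replicate 3.

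The count columns carried names of other genes, so these were looked up after the headers had been read. GKAP1 (ENSG00000165113.13; chromosome 9, 83739421 to 83829516, minus strand) had 6.25 CPM in the empty vector library and 9.49, 11.2 and 6.08 CPM in the labelled knockdown replicates 1, 2 and 3. Its ratio to the empty vector library was 1.52 in replicate 1 (1.17 to 1.98) and 1.79 in replicate 2 (1.39 to 2.33), and the interval for replicate 3 included 1. KIF27 (ENSG00000165115.15; chromosome 9, 83836698 to 83921465, minus strand) had 4.92 CPM in the empty vector library and 4.00, 4.04 and 4.42 CPM in the replicates. All 3 KIF27 ratios, 0.814, 0.821 and 0.899, had intervals that included 1. The name GKAP is also a synonym of DLGAP1 (ENSG00000170579.17; chromosome 18, 3496032 to 4455335, minus strand). DLGAP1 had 3.92 CPM in the empty vector library and 7.26, 6.95 and 5.99 CPM in the replicates. Its ratios to the empty vector library were 1.85 (1.35 to 2.60), 1.78 (1.28 to 2.49) and 1.53 (1.06 to 2.21). All 3 DLGAP1 intervals lay above 1. The ratios in this paragraph were not corrected for the transcript length trend described below, in which long transcripts lay lowest in the empty vector library. The longest transcripts of KIF27 and DLGAP1 have 4653 and 6683 nt, so their ratios can partly reflect that trend.

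The spread between replicates was measured next, as the error against which the comparison with the empty vector library is read. The libraries labelled knockdown replicates 1 and 2 differed at least 2-fold in 28 of 15817 genes (0.177%), with a Pearson r of 0.996 across 15943 genes, which are not independent replicates. Their counts still differed, with a chi-square per degree of freedom of 10.3 over 23203 genes and of 2.81 over genes with 20 to 200 counts. Counting both reads of a pair would by itself raise such values, so the second may lie close to sampling noise. Replicates 1 and 2 were kept as separate samples. Replicate 3 differed at least 2-fold from replicate 1 in 3590 of 16082 genes (22.3%, r = 0.929) and from replicate 2 in 3815 of 16111 genes (23.7%, r = 0.925). The empty vector library differed at least 2-fold from replicate 1 in 2973 genes (18.8%), from replicate 2 in 2707 genes (17.1%) and from replicate 3 in 4420 genes (27.8%), with r of 0.942, 0.946 and 0.922. The distance between replicate 3 and the other labelled knockdown replicates was thus as large as that between the empty vector library and replicates 1 and 2. The biological coefficient of variation estimated by edgeR was 0.0600 for the pair of replicates 1 and 2, and 0.421 and 0.426 for the pairs of replicate 3 with each of them.

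The libraries also differed by transcript length. Across genes, the Spearman correlation of the log2 difference with transcript length was 0.338, 0.289 and 0.408 for the labelled knockdown replicates 1, 2 and 3 against the empty vector library. It was -0.312 for replicate 2 against replicate 1, and 0.135 and 0.187 for replicate 3 against replicates 1 and 2. With GC content the correlations against the empty vector library were -0.184, -0.193 and -0.132. Rank correlations do not give the size of a trend, and the length trend between replicates 1 and 2 was small. From the shortest to the longest bin, the median log2 deviation from the mean of the 4 libraries went from 0.0018 to 0.14 in replicate 1. In replicate 2 it went from 0.094 to 0.079, and in the empty vector library from 0.30 to -0.38.

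**Figure D2:**
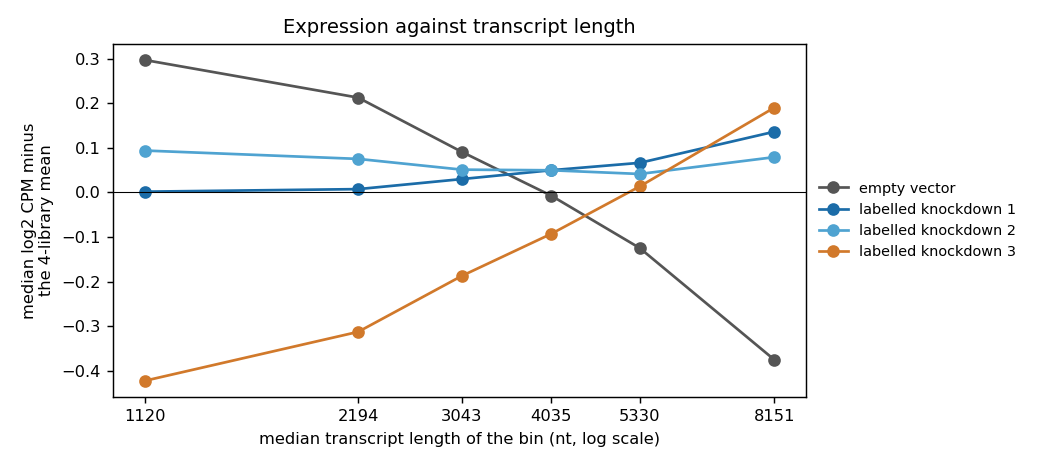
Median over genes of log2 CPM minus the mean of the 4 libraries (y axis) in 6 bins of transcript length (x axis, nt, log scale); each line is 1 library. The empty vector library went from 0.30 in the shortest bin to -0.38 in the longest, and labelled knockdown replicate 3 from -0.42 to 0.19.

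The main comparison asked which genes lay at least 2-fold from the empty vector library in each labelled knockdown library. Of 15880 genes tested, 580 were higher and 432 were lower in all 3, a total of 1012. Protein-coding genes made up 480 of the higher and 343 of the lower genes. Long intergenic RNAs made up 33 and 26, and antisense genes 19 and 11. Small nucleolar RNA genes gave 0 higher and 8 lower, and genes without a match in the annotation gave 15 and 19. Lowering the expression minimum to a mean CPM of 0.1 changed the number of higher genes most, to 1605, with 1035 lower. Labelled replicate 3 decided the counts: without it, 1542 genes were higher and 846 lower.

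Taking each other library as the single one gave the yardstick for these counts. With the library labelled knockdown replicate 1 as the single one, 8 genes passed the rule, and with replicate 2, 6 genes passed. Neither count could be large, because a passing gene must differ at least 2-fold between replicates 1 and 2, and only 28 of 15817 genes did. The yardstick therefore rests on replicate 3 alone. With replicate 3, 1803 of 16087 genes passed, 953 of them higher and 850 lower in the other 3 libraries. The number of genes that set the empty vector library apart was therefore not larger than the number that set replicate 3 apart. Simulated unchanged libraries gave a mean of 502 genes, from 445 to 552 over 100 draws, with a mean of 216 higher and 286 lower. The 1012 genes observed lay above that range. The simulation drew the labelled knockdown libraries independently, whereas replicates 1 and 2 were nearly alike. Passing in each of them is then harder in the simulation than in the data, so the range does not bound what unchanged libraries would give. Of 978 passing genes with a transcript length, 488 still passed in the same direction when length and GC trends were removed, and 671 genes passed in all. For replicate 3 as the single library, 1226 of 1693 genes still passed, and 1480 passed in all.

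**Figure D3:**
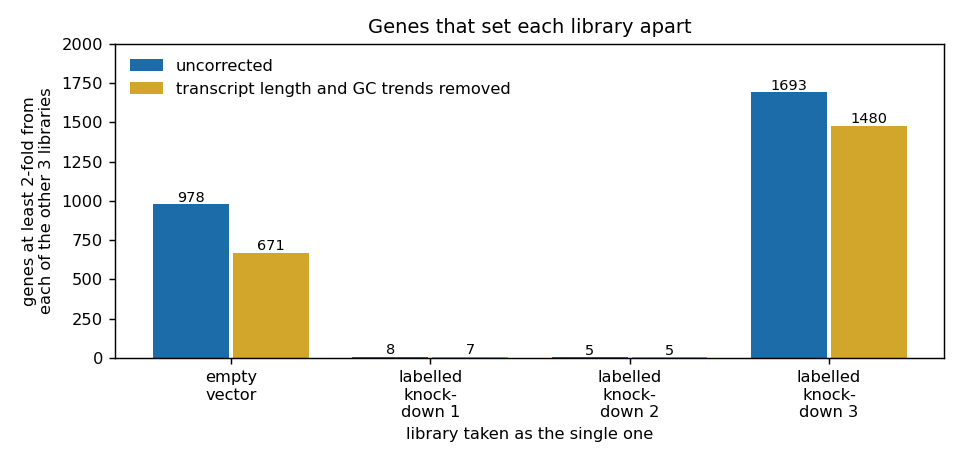
Number of genes at least 2-fold from each of the other 3 libraries in the same direction (y axis), with each library in turn as the single one (x axis), among genes with a transcript length; blue bars are uncorrected and yellow bars have the length and GC trends removed. The empty vector library gave 978 and 671 genes and labelled knockdown replicate 3 gave 1693 and 1480, while replicates 1 and 2 gave between 5 and 8. Replicates 1 and 2 were nearly alike, so neither could give a large number.

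With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 26029 genes were called between the empty vector library and the 3 labelled knockdown libraries. At an unadjusted p under 0.05 there were 3023 genes. The same fit gave 0 calls with each labelled knockdown library as the single one, and 130, 165 and 5490 genes at an unadjusted p under 0.05 for replicates 1, 2 and 3. The Wald test of DESeq2 moved the result most, with 270 genes called, 201 higher and 69 lower.

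At a prior count of 2, the genes named by the fixed rule had the largest log2 differences shared by all 3 labelled knockdown libraries. For PAX6 and MMP1, with 0 counts in the empty vector library, the size of the difference, and so the rank, depends on the prior count. PAX6 (ENSG00000007372.25) lies on chromosome 11 at 31784779 to 31818062 on the minus strand. It had 0 counts in the empty vector library and 957, 784 and 92 counts in the labelled knockdown replicates 1, 2 and 3, a mean of 10.5 ± 6.62 CPM (SD, n = 3). Against the floor of 3 counts in the empty vector library, 0.125 CPM after scaling, PAX6 was at least 83.9-fold higher in the mean and at least 23.6-fold higher in replicate 3. MMP1 (ENSG00000196611.6; chromosome 11, 102789920 to 102798160, minus strand) also had 0 counts in the empty vector library, against 997, 835 and 14. Its mean of 10.1 ± 8.46 CPM (SD, n = 3) was at least 81.2-fold higher, and replicate 3 alone was at least 3.59-fold higher. With a floor of 6 counts these lower bounds for the means were 41.9-fold for PAX6 and 40.6-fold for MMP1. Those for replicate 3 alone were 11.8-fold and 1.79-fold. All these bounds allow for counting error in the empty vector library only. The counts of the labelled knockdown libraries were taken as exact, so at 14 counts the bounds for MMP1 in replicate 3 are uncertain. PAX6 and MMP1 overlap annotated genes on the other strand, so their counts can include reads of those genes.

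MYOCD and HAPLN1 were detected in all 4 libraries. MYOCD (ENSG00000141052.18; chromosome 17, 12665890 to 12768949, plus strand) rose from 1.21 CPM in the empty vector library to 20.6 ± 1.46 CPM (SD, n = 3), with log2 differences of 4.10, 3.92 and 4.10. HAPLN1 (ENSG00000145681.11; chromosome 5, 83637805 to 83721613, minus strand) rose from 1.54 to 18.9 ± 3.25 CPM (SD, n = 3), with log2 differences of 3.38, 3.47 and 3.83. Both overlap annotated noncoding genes on the other strand.

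Among the lower genes, LINC02972 (ENSG00000249790.3; chromosome 12, 8788257 to 8795789, plus strand), a long intergenic RNA that overlaps A2ML1-AS1 on the other strand, had 49.5 CPM in the empty vector library and 3.09 ± 1.31 CPM (SD, n = 3) in the labelled knockdown libraries. DPPA3 (ENSG00000187569.3; chromosome 12, 7711454 to 7717559, plus strand) had 10.5 CPM against 0.707 ± 0.341 CPM (SD, n = 3). SUSD3 (ENSG00000157303.11; chromosome 9, 93058688 to 93085138, plus strand) had 11.1 CPM against 1.01 ± 0.268 CPM (SD, n = 3). KCNH6 (ENSG00000173826.15; chromosome 17, 63523334 to 63548977, plus strand) had 3.83 CPM against 0.476 ± 0.0713 CPM (SD, n = 3). PNPLA5 (ENSG00000100341.13; chromosome 22, 43879678 to 43892013, minus strand) had 1.92 CPM against 0.153 ± 0.0724 CPM (SD, n = 3), the latter from 6, 14 and 4 counts. In all 9 genes the mean difference from the empty vector library kept its direction under every alternative scaling, prior count, omitted library and trend removal that was run. The rule picked these genes for large differences in the same direction in each library, so this is not a test of robustness. Among the 3 libraries of a gene, the smallest difference was -3.67 for LINC02972, -3.39 for DPPA3, -3.15 for SUSD3, -2.81 for PNPLA5 and -2.72 for KCNH6 on the log2 scale.

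**Figure D4:**
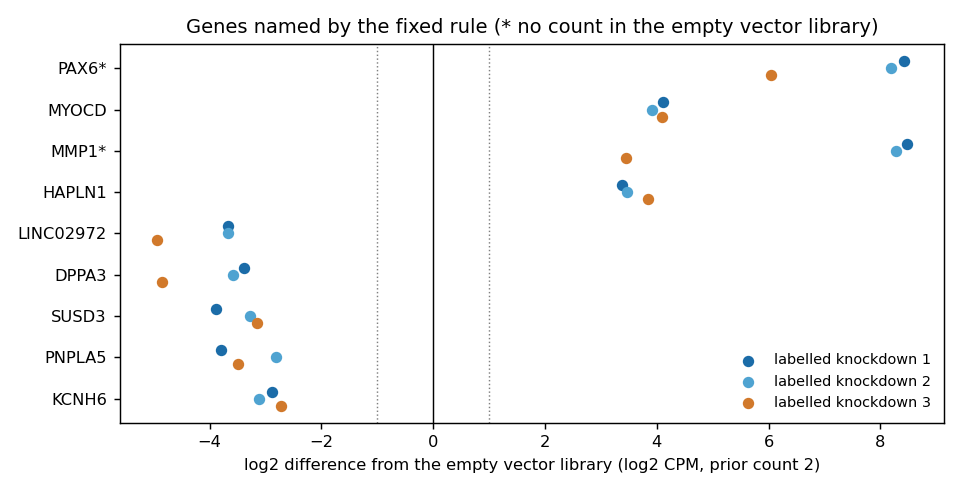
Log2 difference in CPM from the empty vector library (x axis, prior count 2) of 9 genes named by the fixed rule (y axis); each point is 1 labelled knockdown library, and dotted lines mark 2-fold. Genes with a star had 0 counts in the empty vector library, so their plotted values depend on the prior count; labelled replicate 3 lay apart from replicates 1 and 2 in PAX6 (6.05 against 8.42 and 8.19) and MMP1 (3.45 against 8.47 and 8.28).

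Gene lists fixed beforehand were then compared with random lists matched on expression, as a description of these libraries. The median over all tested genes of the mean log2 difference was -0.02. In single libraries that median was 0.03, 0.05 and -0.15 for the labelled knockdown replicates 1, 2 and 3, and total-count scaling moved it to 0.08, 0.07 and 0.04. Shifts of that size apply to each list median. The neural list (19 of 24 genes tested) had a median log2 difference of 0.84, at percentile 99.98 of the random lists. Its median was 1.29 and 1.23 in replicates 1 and 2 and 0.06 in replicate 3, so the shift was not shared by all labelled knockdown libraries, and without replicate 3 it was 1.26. PAX6 at its bound stays above the median, which is then 0.84 by construction. The p53 target list (20 genes) had a median of 0.49 at percentile 99.8, from 0.69, 0.64 and -0.02 in the 3 replicates, and 0.31 without replicate 1 and 0.29 without replicate 2.

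Cell cycle genes (24 genes) had a median of -0.52 at percentile 0.11, with -0.53, -0.49 and -0.48 in the 3 replicates, and 5 of the genes were higher. Removing the length and GC trends moved this median to -0.35, at percentile 2.94. The 18 tested genes that neighbour HYDIN2 in 1q21.1 had a median of 0.45 at percentile 99.1, with 0.47, 0.41 and 0.43 in the 3 replicates. After trend removal it was 0.23, at percentile 92.9, and several of these genes belong to families of near-identical copies that can share reads. The interferon response list (10 of 20 genes tested) had a median of -0.48 at percentile 3.5, from -0.14, -0.38 and -1.21 in the 3 replicates; without replicate 3 it was -0.26, and with a mean CPM of 0.1 it was -0.10. The pluripotency list (19 genes) had a median of -0.03 at percentile 76.4, with 0.10 in replicates 1 and 2 and -0.63 in replicate 3; without replicate 3 it changed direction to 0.10. The motile cilia list (13 of 26 genes tested) had a median of 0.24 at percentile 84.1, while the medians of the single replicates were 0.12, 0.05 and -0.02; it was 0.09 without replicate 3 and -0.19 after trend removal.

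**Figure D5:**
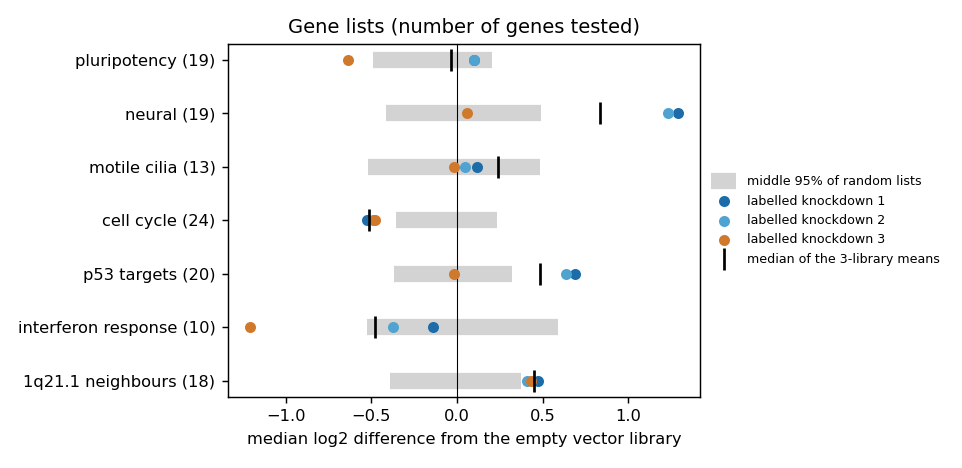
Median log2 difference from the empty vector library (x axis) for 7 gene lists (y axis, with the number of genes tested); points are single labelled knockdown libraries, black ticks are medians of the means over the 3 libraries, and grey bars hold the middle 95% of random lists matched on expression for those means. The neural, p53 target and 1q21.1 ticks (0.84, 0.49 and 0.45) lie above their grey bars and the cell cycle tick (-0.52) lies under its bar.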

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

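Trend removal on transcript length and GC content, thinning to the smallest library, and every alternative for the genes that set replicate 3 apart were chosen after the results were seen. Directions here are those of libraries labelled knockdown, in none of which HYDIN2 was lower by more than counting error. No paired analysis was possible because the empty vector group has 1 library and no replicate number. The fits of edgeR's test without each labelled knockdown replicate were not run, since they would set 1 library against 2.

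The mean log2 difference of HYDIN2 stayed above 0 under every alternative run, from 0.68 to 1.99 over the alternatives fixed beforehand and 0.41 after trend removal, each within 1 SD between replicates of the reported 1.18. At 12 and 11 counts, the depth of the empty vector library and replicate 3 limits any statement on their difference. HYDIN reversed to -0.56 after trend removal; only 109 of 15485 genes behind the trends were as long as HYDIN, so its correction is that of the longest transcripts.

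The numbers of higher and lower genes, 580 and 432, moved with the thresholds by construction: 1605 and 1035 at a mean CPM of 0.1, 377 and 254 at 5, 1590 and 1526 at 1.5-fold, and 1356 and 1074 with the rule on the mean of the labelled knockdown libraries. Across the 3 runs that each left out one replicate, they ranged from 615 to 1542 higher and from 485 to 846 lower. The upper ends came from leaving out replicate 3, which stands apart from replicates 1 and 2. Among genes with a transcript length, 565 were higher and 413 lower before correction. Removal of the length trend left 368 higher and 310 lower genes, and removal of length and GC trends left 402 and 269. Total-count scaling gave 734 higher and 312 lower genes, a share of 70.2% higher against 57.3%. The genes that set replicate 3 apart, 1803, became 5287 at a mean CPM of 0.1, 762 at 5, 4171 at 1.5-fold and 1094 among protein-coding genes. Both sets of counts stayed within 1.5 times under DESeq2 size factors, upper quartile scaling, other prior counts and thinning.

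edgeR's 0 calls became 270 with DESeq2's Wald test and stayed 0 with RLE scaling, without a filter and with voom, where 3087, 3256 and 2232 genes had an unadjusted p under 0.05. The cause of the difference between DESeq2 and edgeR was not tested.

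Of the gene lists, the neural, p53 target and interferon medians kept their direction under every alternative run and moved by less than the spread between replicates. That spread, the SD of the medians of the 3 labelled knockdown libraries, was wide for these lists, at 0.70, 0.39 and 0.56. For cell cycle and 1q21.1 it was 0.024 and 0.033, so staying within the spread does not make a list the more robust one. The pluripotency median, near 0, reversed to 0.057 with total counts and ranged from -0.38 to 0.10 when one replicate was left out. Total counts also moved the motile cilia median to 0.33, cell cycle to -0.42 and 1q21.1 to 0.54, as that scaling raises all genes. When one replicate was left out, they ranged from 0.090 to 0.19, from -0.53 to -0.47 and from 0.41 to 0.55. Trend removal reversed motile cilia to -0.19 and moved cell cycle to -0.35 and 1q21.1 to 0.23; the cause was not tested. Of 81 values of named genes under alternatives, 76 stayed within the spread between replicates, 5 moved and 0 reversed. Those genes were selected for large differences in the same direction in each labelled knockdown library, so the lack of reversals follows from the selection.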

Other observations

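The tests in this part were chosen after the results they bear on were seen, with the following exceptions. These are the runs with each library in turn as the single one and the simulated unchanged libraries. They also include the tests of the histone genes against length-matched lists, and of small nucleolar and small nuclear RNA genes.

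HYDIN2 was higher, not lower, in the libraries labelled knockdown replicates 1 and 2. Several explanations are argued against by the values. Counting noise would let the ratio to the empty vector library reach 1, and the smaller of the lower limits was 1.62. Reads shared with HYDIN at a fixed rate would hold HYDIN2's share of both genes' counts constant. Its share in replicate 1, 21.7% with a lower limit of 17.5%, lay above the upper limit of 17% in the empty vector library. In replicate 2 the share was 18.9% with a lower limit of 14.6%, so these intervals overlapped and replicate 2 does not decide by itself. The share in the empty vector library rests on 12 HYDIN2 counts. The length and GC trends left log2 differences of 1.25 or more. An exchange of the empty vector and replicate 3 labels would need HYDIN2 to be lower in replicates 1 and 2 than in replicate 3, and replicate 2 was at least 2.37 times as high by the lower limit of that ratio. The column names may point to another experiment, on GKAP1 and KIF27; depletion of both RNAs does not account for those libraries, because in replicates 1 and 2 the lower limits of the GKAP1 ratio were 1.17 or more. A rise of the whole 1q21.1 region stays open: HYDIN2's log2 differences of 2.17 and 1.82 lay above the 1.49 of the highest of 18 neighbours, NOTCH2NLA, in both replicates, but the lower limits of its log2 ratio were 1.08 and 0.70, and 1 and 6 neighbours lay above them. Going against such a rise, the neighbours' median in replicate 3, 0.43, was close to the 0.47 and 0.41 of replicates 1 and 2, while HYDIN2 was at -0.46 there; the counting interval of its ratio in replicate 3, 0.155 to 2.52, does not exclude a rise of that size. Also open, and untested here, is a knockdown that acts without lowering the counted RNA, reads of a vector that match HYDIN2, a target other than the one in the labels, or libraries of another experiment.

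The 1012 genes that set the empty vector library apart cannot be told apart from a chance difference between libraries: 2 of the 4 choices of the single library gave as many genes, the other being labelled knockdown replicate 3, and 4 libraries allow no share under 0.25. The simulated unchanged libraries gave 502 genes on average, but they carry only spread that is independent between genes, and replicate 3 itself passed the rule in more genes than the empty vector library did, so they exclude nothing. Transcript length and GC trends are not the whole cause, since 671 genes passed after their removal, and depth is not, since 1000 passed after thinning. An effect of the knockdown, of the vector, of the culture or of the library batch stays open.

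Labelled knockdown replicate 3 stood apart from all other libraries in 1803 genes. After removal of the length and GC trends 1480 genes passed, and after thinning 1715, which argues against either as the whole cause. Replicates 1 and 2, in contrast, were nearly alike. A single library sequenced in both files would leave sampling noise. The chi-square per degree of freedom was 10.3 over 23203 genes and 2.81 over genes with 20 to 200 counts. Counting both reads of a pair would by itself raise such values, and no value for sampling noise alone is given. The 10.3 argues against a single library, while the 2.81 does not decide. Preparations from a single culture, with replicate 3 grown or prepared apart, remain a possible explanation that the labels do not address.

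Replication-dependent histone genes, whose mRNAs mostly lack a poly(A) tail, were low in replicate 3. The median of 51 genes was -1.56 on the log2 scale against the other 3 libraries, and 51 of 51 were lower. Their copies are similar enough to share reads, so single genes are uncertain; as a set they took 0.587% of counts in replicate 3 and 1.26%, 1.47% and 1.57% in the empty vector library and replicates 1 and 2. The middle 95% of random lists matched on expression and length had medians from -0.82 to -0.56, which argues against the length trend as the whole cause. Fewer cells in S phase would lower S-phase genes too. Against replicates 1 and 2 this is argued against. The median of 11 such genes was 0.38 higher than in replicate 1 and 0.19 higher than in replicate 2. The histone medians there were -1.70 and -1.74. Lower limits of the S-phase medians, from the spread between the 11 genes, were -0.10 and -0.22. Genes are not independent replicates, so these limits do not measure error between libraries. Against the empty vector library, a lower share of cells in S phase stays open, since the S-phase median was -0.47 and the histone median -1.34. Lower recovery of non-polyadenylated RNA in replicate 3 may contribute but was not settled. In its favour, 59 small nucleolar and small nuclear RNA genes had a median of -0.82 there against the other 3 libraries, with 47 lower, and the middle 95% of random lists ran from -0.31 to 0.32 when matched on expression and from -0.61 to -0.01 when matched on expression and length. The median was -1.44 against the empty vector library and -0.53 and -0.73 against replicates 1 and 2, where 21 and 14 of the 59 genes were higher in replicate 3. Against it, these genes were also lower in replicates 1 and 2 than in the empty vector library, by medians of -0.95 and -0.81, while histone genes there were higher, at 0.29 and 0.45, so the classes do not move together. A biological difference of replicate 3 from the other libraries was not tested.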
